A study of Mus with 4 samples. Its data were reported in "Elevated microRNA-187 causes cardiac endothelial dysplasia to promote congenital heart disease through inhibition of NIPBL" (2024).

How the data were processed

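RNA-seq was performed on heart tissue from newborn mice at postnatal day 0 (P0). The labels divide the 4 libraries into 2 groups, wild type (WT) and miR-187, with 2 replicates in each. MicroRNAs (miRNAs) are short RNAs that lower the output of messenger RNAs they pair with, and the miR-187 mice were made to carry more of this one. In the knock-in (KI) line of the study, inserted at the *Rosa26* locus, the *Tek* (*Tie2*) promoter drives miR-187 in endothelial cells. The labels do not say whether the miR-187 animals were homozygous or heterozygous, while the study's methods name homozygous (KI/KI) and WT animals at P0 for RNA-seq. The same methods speak of cardiac endothelial cells, whereas the labels name heart tissue as the source; the wording of the labels is used throughout, and the cell content of the libraries was not checked.

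According to the labels, total RNA was extracted with a TRIzol kit, made into mRNA libraries and sequenced in paired-end mode on an Illumina NovaSeq instrument. The authors deposited a single table of FPKM values (fragments per kilobase of transcript relative to the mapped fragments of the library) for 55487 mouse Ensembl gene IDs. The aligner, the counting program, the genome build, the annotation and the use of strand were not stated. FPKM divides by gene length and by the mapped total of each library, so a few abundant transcripts can lower the values of all other genes in a library. Values had 6 decimals and came in no whole-read steps, so read counts could not be recovered and the depth of each library is unknown. No confidence interval or detection limit based on depth is therefore given, and precision rests on the 2 replicates per group. An ID listed at 0 can be a failed estimate as well as an absent transcript.

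No filter on low values was seen in the table, in which 927 IDs were at 0 in all libraries. A further 193 IDs shared all 4 values with another ID, and 0 of these entered the test. Among the 55 IDs with a mean of at least 1000 FPKM, 6 lay within 5% of another ID in every library, so reads of near-identical copies may be shared between IDs, and the values of such IDs are uncertain. The same holds for overlapping and antisense genes.

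The table pairs no gene names with its IDs. A RefSeq gene table for assembly GRCm38.p6 with 49997 rows was searched, and 0 of the IDs matched because it held 0 Ensembl IDs. *Nipbl*, the target the study put forward, and 14 gene lists with 194 symbols in all, drawn up before the data were examined, were therefore not analysed here. Sites for the miRNA seed in 3′-untranslated regions, sex-linked genes and miR-187 itself were not analysed here either, so no check of the genotype from the libraries was made.

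Values were transformed as log2(FPKM + 1), and IDs with a mean of at least 1 FPKM over the 4 libraries were tested (14325 IDs, called genes below). Fold changes are on this log2(FPKM + 1) scale, which understates the change of genes with low values. The groups were compared with limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with a mean-variance trend) without a replicate block, and p-values were two-sided and adjusted by the Benjamini-Hochberg method with a threshold of 0.05. With 2 libraries against 2, an exact permutation test cannot give a p below 0.333, so none was used for single genes. Agreement between libraries was described by Pearson's r across genes, which are not independent replicates, and the mean within-group r minus the mean between-group r was taken as a summary. The other ways to divide the 4 libraries into pairs were fitted in the same manner. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

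The procedure was tested on simulated data made from the means and spread of the real libraries, with 200 of 14325 genes changed in each of 20 simulations. The share of changed genes recovered was 8.64% at a log2 change of 1, 84.9% at 2 and 99.6% at 3, with a mean of 7.65 false calls per simulation. The simulated values were normally distributed, which real libraries need not be. With fewer changed genes the Benjamini-Hochberg threshold is stricter, and a smaller share of them would be recovered.

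The rule for genes named in the text, written before the data were examined, took genes past the threshold with both miR-187 libraries outside the range of the WT libraries, then those with the smallest p in each direction. It excluded predicted-gene symbols, which could not be applied without names, and at most 2 IDs per direction are given. Genes that stood out in a single library were chosen after their values were seen, by a value of at least 10 FPKM and at least 10 times the highest of the other libraries, or the converse.

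Alternatives set before the data were examined were a pseudocount of 0.1, minimum means of 0.1 and 5 FPKM, no filter, median centring, trimmed mean of M-values (TMM) factors with 30% and 5% trimmed, quantile normalization, eBayes without a trend, a replicate block and omission of each library in turn. Robust eBayes and subtraction of a background from each library were chosen after seeing the data, as was the use of the alternatives for the agreement between libraries. The background was the library's median FPKM over the 32848 IDs with a mean above 0 and below 0.5.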

Results

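To ask how raised miR-187 changes the transcriptome of the neonatal heart, gene expression was compared between hearts of WT mice and of mice overexpressing miR-187 at P0. There were 4 RNA-seq libraries, with 2 per group, and values are the authors' FPKM for 55487 gene IDs. Read depth was unknown, because the values carry no counts. The sums of FPKM were 807359 and 750826 in WT replicates 1 and 2, and 784151 and 792324 in miR-187 replicates 1 and 2.

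The libraries were first compared with one another, without regard to group. IDs with a value above 0 numbered 53180 and 50294 in the WT libraries and 52284 and 44825 in the miR-187 libraries. IDs of at least 1 FPKM numbered 17047 and 13270 in WT, against 15021 and 13524 in miR-187. At 10 FPKM or more the counts lay closer together, from 3459 in WT replicate 1 to 3957 in WT replicate 2. Median FPKM was 0.562 in WT replicate 1 and 0.402 in miR-187 replicate 1, but 0.241 and 0.261 in the respective second replicates. The low end of expression thus separated the replicate numbers and not the groups.

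**Figure D1:**
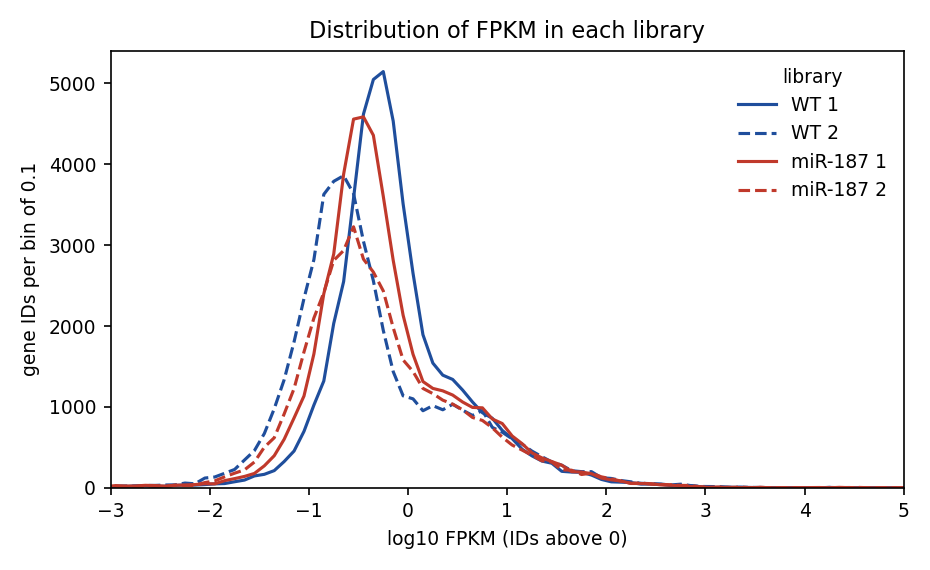
Number of gene IDs (y axis, per bin of 0.1) by log10 FPKM (x axis) in each library, for IDs above 0, with WT in blue, miR-187 in red, replicate 1 as solid lines and replicate 2 as dashed lines. The peaks of both replicate 1 libraries lie to the right of those of the replicate 2 libraries, and the curves come together above 10 FPKM.

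Abundant transcripts also differed between replicates of one group. ENSMUSG00000075014.1, the ID with the highest mean, had 149753 FPKM in WT replicate 1 and 33383 in WT replicate 2. Its values in miR-187 were 164609 and 23981 FPKM. It accounted for 18.6% and 4.45% of the FPKM sum in WT and for 3.03% in miR-187 replicate 2, with a share above that of WT replicate 1 in miR-187 replicate 1. The 10 most abundant IDs of each library together held between 32.3% (WT replicate 2) and 47.5% (miR-187 replicate 1) of the sum.

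Libraries of the same group were no more alike than libraries of different groups. Across the 14325 genes tested, Pearson's r was 0.951 between the WT libraries and 0.945 between the miR-187 libraries. Between groups, r was 0.959 for WT replicate 1 with miR-187 replicate 1, 0.951 for WT replicate 1 with miR-187 replicate 2, 0.959 for WT replicate 2 with miR-187 replicate 1 and 0.939 for WT replicate 2 with miR-187 replicate 2. The mean r within groups was lower than that between groups by a small margin, with a difference of -0.00393. The difference moved most when miR-187 replicate 1 was left out, to 0.00649. Among the 3737 genes with a mean of at least 10 FPKM, r was 0.936 within WT, 0.905 within miR-187 and between 0.893 and 0.943 across groups.

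The 4 libraries can be divided into 2 pairs in 3 ways, and the division by group accounted for 28.4% of the variance around gene means. The division by replicate number accounted for 32.8%, and the crossed division (WT replicate 1 and miR-187 replicate 2 against the others) for 38.8%. The standard deviation of log2 differences was 0.37 for the groups, 0.40 for the replicate numbers and 0.43 for the crossed division. Across all tested genes together, therefore, the difference between groups was no larger than the spread between replicates. The order depended on expression level. At a mean of 10 to 50 FPKM the standard deviation was 0.398 for the groups, 0.380 for the replicate numbers and 0.465 for the crossed division. Above 50 FPKM it was 0.572, 0.535 and 0.629. At each lower level the groups had the smallest value, and the crossed division had the largest at every level.

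Differential expression was then tested gene by gene. Of 14325 genes, 0 were higher and 1 was lower in miR-187 than in WT hearts at a Benjamini-Hochberg adjusted p under 0.05 (limma). Before adjustment, 447 genes had a p under 0.05, of which 189 were higher and 258 lower in miR-187, whereas 716 would arise by chance under the model. The replicate numbers gave 656 such genes and the crossed division 1097. The counts of called genes moved most when the replicate block was added, to 33 higher and 18 lower, although 25 of those 51 genes had overlapping values in the groups. Both miR-187 libraries lay above both WT libraries for 1761 genes and below them for 1889. Together these were 25.5% of genes, against 33.3% by chance.

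On the log2(FPKM + 1) scale, 86 genes were at least 2-fold higher and 117 at least 2-fold lower in miR-187. Of these, 51 and 90 had groups that did not overlap. The share of higher genes among the 2-fold changes was 42.4% as deposited and 52.6% with TMM factors. The lower count moved most without WT replicate 1, when it rose to 603. With any library left out, an arm of 1 library has a larger spread, and the 2-fold counts rose in both directions in every such fit. Such a rise is therefore no sign of genes hidden by that library. Changes of 2-fold or more in either direction numbered 203 between groups, 229 between replicate numbers and 300 in the crossed division. The median log2 difference was -0.04 and the median standard error 0.37. In simulated data of this size, with 200 genes changed, 8.64% of genes with a log2 change of 1 were recovered. Of those with a change of 2, 84.9% were recovered. Differences near 2-fold were thus mostly not detectable. The Benjamini-Hochberg threshold is easier to pass when many genes change. With few changed genes, recovery at a log2 change of 2 would be lower than in the simulation.

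**Figure D2:**
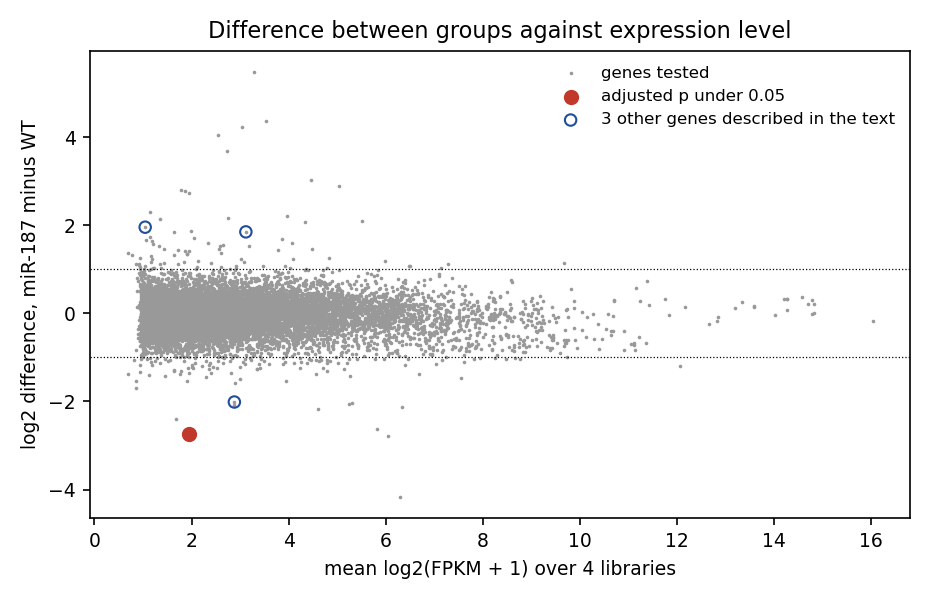
Log2 difference between miR-187 and WT (y axis) against mean log2(FPKM + 1) over the 4 libraries (x axis) for the 14325 genes tested, each a grey point, with dotted lines at 2-fold. The red point is the 1 gene with an adjusted p under 0.05 and the blue circles are 3 further genes described in the text. Several genes lie farther from 0 than the red point without passing the threshold.

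The table pairs no names with its IDs, so genes are given by ID. The gene past the threshold was ENSMUSG00000086429.9, with 7.35 and 11.1 FPKM in WT and 0.329 and 0.686 FPKM in miR-187. Its means were 9.22 ± 2.64 FPKM in WT and 0.507 ± 0.252 FPKM in miR-187 (SD, n = 2 each). The log2 difference was -2.75 with a standard error of 0.35 and an adjusted p of 0.00152 (limma). It was -2.65 between the replicate 1 libraries and -2.84 between the replicate 2 libraries. The lower WT value was 10.7 times the higher miR-187 value. The adjusted p ranged from 3.56e-10 to 0.333 over the alternatives that kept the gene, and it was under 0.05 in 8 of 10; without a filter it was 0.333 and with quantile normalization 0.119. Whether this ID lies at *Rosa26*, the locus of the knock-in, was not analysed here.

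The next gene in this direction, ENSMUSG00000066037.14, did not pass the threshold. It had 13.8 ± 1.29 FPKM in WT and 2.68 ± 0.496 FPKM in miR-187 (SD, n = 2 each), with a log2 difference of -2.01 and a limma adjusted p of 0.0802. Of the higher genes, ENSMUSG00000033287.16 had 3.57 ± 0.00475 FPKM in WT and 15.5 ± 1.71 FPKM in miR-187 (SD, n = 2 each). Its log2 difference was 1.85 with a limma adjusted p of 0.126. ENSMUSG00000079592.9 had 0.0752 and 0.0191 FPKM in WT and 1.96 and 4.58 FPKM in miR-187, a log2 difference of 1.96 with a limma adjusted p of 0.126. These 3 genes had adjusted p-values under 0.05 with a minimum mean of 0.1 FPKM, with the replicate block and with robust eBayes, an alternative chosen after seeing the data. Their adjusted p-values reached 1 without a filter.

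**Figure D3:**
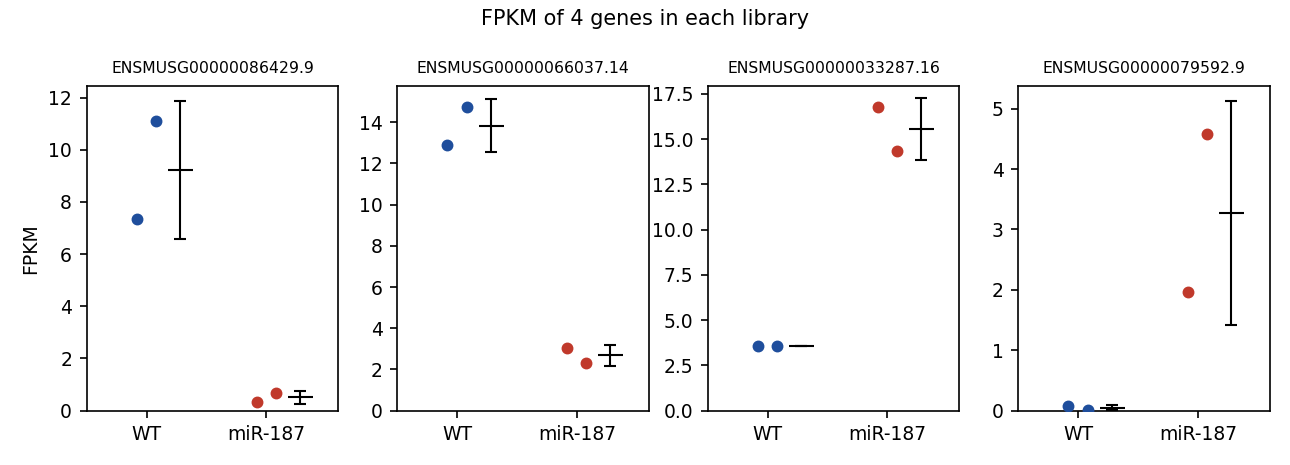
FPKM (y axis, starting at 0) of 4 genes in each WT library (blue points) and miR-187 library (red points), replicate 1 to the left of replicate 2, with the group mean and SD (n = 2) as black bars beside the points. Groups do not overlap for any of the 4 genes, of which ENSMUSG00000086429.9 alone had an adjusted p under 0.05.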

Values the study reported

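The study reported that miR-187 in right ventricles of homozygous knock-in mice was about 10-fold above controls. It listed 21 genes with conserved target sites for miR-187. In human endothelial cells derived from embryonic stem cells, it reported 208 genes lowered by miR-187, taken from gene sets on endothelial and heart biology. Of these, 65 recovered when NIPBL was supplied. In heart endothelial cells of the knock-in mice, it reported lower NIPBL mRNA and protein. By quantitative PCR, most genes of a set selected in the human cells were also lower in cardiac endothelial cells of these mice. None of these is a count over all genes in heart tissue.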

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

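The 4 named genes kept their direction under each alternative that tested them, whereas the balance of higher and lower genes did not. Called genes were mostly higher in miR-187 with a minimum mean of 0.1 FPKM, the replicate block and robust eBayes (counts below). The 2-fold counts, 86 higher and 117 lower as deposited, became 98 and 93 with median centring, 102 and 92 with TMM factors and 95 and 93 with quantile normalization. The agreement between libraries changed sign without miR-187 replicate 1. The counts of 0 higher and 1 lower gene were kept with a pseudocount of 0.1, median centring, TMM factors and eBayes without a trend, and with a subtracted background, an alternative chosen after seeing the data; the gene called was the same. Of 447 genes with an unadjusted p under 0.05, the alternatives gave from 153 (minimum mean of 5 FPKM, 6192 genes tested) to 1188 (minimum mean of 0.1 FPKM, 49380 genes tested).

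A minimum mean of 0.1 FPKM gave 31 higher and 15 lower genes, of which 23 in all had groups that did not overlap and 30 had miR-187 replicate 2 as the farthest library. With this filter limma estimated an infinite prior degree of freedom, so that a gene's own replicate spread no longer entered its test. A minimum mean of 5 FPKM gave 0 lower genes, since the called gene falls under it. There were 0 lower genes without a filter and 0 with quantile normalization; the cause was not tested. Robust eBayes, chosen after seeing the data, gave 4 higher and 2 lower genes, all with groups that did not overlap. For 3 of these genes miR-187 replicate 2 was the farthest library. The cause of the added calls was not tested.

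The replicate block gave 33 higher and 18 lower genes, 1 of them shared with the fit without it. Its prior degrees of freedom were again infinite; 26 of the 51 genes had groups that did not overlap, and miR-187 replicate 2 was the farthest library for 31. In simulated data without any pairing, this fit made a mean of 26.2 false calls against 7.65 without the block. Deviations of same-numbered libraries from their group means correlated across genes with r = -0.0675 (-0.131 at 5 FPKM or more, -0.175 at 10 FPKM or more), and the labels give the numbers no shared litter or batch, so the numbers were not taken to pair the libraries. This check covers tested genes and not the low IDs, whose values were higher in both replicate 1 libraries. A correlation across genes also leaves out any shift common to them. Both replicate 1 libraries lay above both replicate 2 libraries for 3354 tested genes and below them for 1607. A common shift between replicate numbers was therefore not ruled out.

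Genes at least 2-fold apart numbered 240 higher and 356 lower with a pseudocount of 0.1, which by its construction widens differences at low values, and 47 higher with a minimum mean of 5 FPKM, where fewer genes were tested. Leaving out 1 library left an arm with 1 library, so no p-value was computed. A value from 1 library also spreads more than a group mean, which by itself raises the 2-fold counts. Across these 4 fits the 2-fold counts ran from 128 (without miR-187 replicate 2) to 281 (without miR-187 replicate 1) higher and from 214 (without WT replicate 2) to 603 (without WT replicate 1) lower. The difference between within-group and between-group r ran from -0.0105 to 0.00649. Of the values for the 4 named genes under the alternatives, 47 changed neither direction nor, where a test was possible, their side of the threshold, 9 gained an adjusted p under 0.05 and 2 lost it. These genes were chosen for groups that did not overlap, so leaving out 1 library could not reverse their direction. The filters, the replicate block and the eBayes settings leave a log2 difference unchanged. Much of the agreement in direction was therefore fixed in advance.

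Nothing was run for *Nipbl*, the gene lists and the seed-site genes, whose alternatives needed gene names or transcript sequences. Depth limits cannot be given, as the values hold no counts.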

Other observations

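The patterns in this part, and the tests applied to them, were chosen only after the results had been seen. The comparison of groups and the omission of each library in turn had been set before the data were examined. Their use here was not.

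The replicate 1 libraries held higher values among IDs of low expression in both groups. Over 32848 IDs with a mean above 0 and below 0.5 FPKM, mean FPKM was 0.372 and 0.151 in WT replicates 1 and 2 and 0.263 and 0.151 in miR-187 replicates 1 and 2. Deeper sequencing alone would change how many IDs exceed 0 but not their mean FPKM, and the smaller of the ratios of means was 1.74. A single scale factor per library, such as abundant transcripts would impose, was also argued against: the ratio of replicate 1 to replicate 2 medians was 2.82 in WT and 2.56 in miR-187 at 0.1 to 0.2 FPKM, but 0.771 and 0.915 above 50 FPKM. A background of equal FPKM in every gene would give equal differences at each low level, whereas the WT difference at 0.75 to 1 FPKM was 4.30 times that at 0 to 0.1 FPKM (0.407 against 0.0947 FPKM). A background that varies between genes, a difference in library preparation and a difference in the authors' quantification stay open and were not tested. As both groups contain such a library, the pattern does not follow the groups.

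A set of 16 genes stood out in miR-187 replicate 2, with at least 10 FPKM and at least 10 times the highest value of the other libraries. The corresponding counts were 0 in WT replicate 1, 4 in WT replicate 2 and 0 in miR-187 replicate 1. The highest, ENSMUSG00000038791.14, chosen after its values were seen, had 3297 FPKM in this library and 0.269, 0.700 and 0.303 FPKM in WT replicates 1 and 2 and miR-187 replicate 1. In 7 of the 16 the value was over 100 FPKM. An effect of miR-187 of like size in both libraries could not enter this set, so the set cannot test it. A smaller rise in miR-187 replicate 1 could enter, and for the set as a whole it was argued against. This library lay above the WT mean for 5 of the genes and below it for 10. On the log2(FPKM + 1) scale, the absolute deviation of miR-187 replicate 1 from the WT mean had a median of 0.14 over the 16 genes and was at most 1.38, whereas miR-187 replicate 2 lay above the WT mean by a median of 5.04 and by at least 2.95. The selection required a 10-fold gap below miR-187 replicate 2, not values near WT. An effect in the animal of replicate 2 alone stays open and was not tested. RNA of another tissue or cell type is a candidate explanation. The set made up 0.879% of the FPKM sum. Its IDs were not paired with gene names here and so were not matched to a source, and this explanation stays open. None of the 16 had an adjusted p under 0.05 in the main comparison of groups, where a single far library widens a gene's own spread. With a minimum mean of 0.1 FPKM and with the replicate block, many called genes had miR-187 replicate 2 as the farthest library. Whether the 16 were among them was not examined.

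Some IDs were listed at 0 in a single library, which can be a failed estimate as well as an absent transcript, and neither was tested. ENSMUSG00000086324.8 had 269, 404 and 341 FPKM in WT replicates 1 and 2 and miR-187 replicate 1 and was listed at 0 in miR-187 replicate 2. ENSMUSG00000095891.7 was listed at 0 in WT replicate 1 and had 144, 221 and 35.1 FPKM in WT replicate 2 and miR-187 replicates 1 and 2. Both were chosen after their values were seen.

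ENSMUSG00000086429.9, the 1 gene past the threshold, was lower in both miR-187 libraries. The higher low-end values of the replicate 1 libraries were argued against as the cause, since the replicate 2 libraries alone differed by -2.84 on the log2 scale, with a standard error of 0.35 for the group difference. One outlying library was argued against too, because the log2 difference nearest to 0 with any 1 library left out was -2.48. Of the 3 ways to divide the 4 libraries into pairs, 2 gave at least 1 gene past the threshold, the grouping by genotype and the crossed one. With 3 divisions this count cannot decide for or against chance. A gap of at least 10-fold between pairs of libraries, with at least 5 FPKM in the higher pair, was found for 1 gene in the division by group, 0 in that by replicate number and 1 in the crossed one. The study placed its knock-in at the *Rosa26* locus, so loss of a transcript through the insertion itself, without any action of miR-187, has to be weighed for a single gene that fell this far. Whether this ID lies at that locus was not tested, because the table pairs no names or positions with its IDs. Until it is, the difference cannot be read as an effect of miR-187 on the transcript. Reads shared with overlapping genes also stay open and were not tested.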
